A study of Homo sapiens with 4 samples. Its data were reported in "RNA-binding protein CCDC137 activates AKT signaling and promotes hepatocellular carcinoma through a novel non-canonical role of DGCR8 in mRNA localization" (2023).

How the data were processed

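The data were mRNA sequencing profiles of 4 libraries, 1 per group. The groups were Huh-7 cells with an empty vector, Huh-7 cells overexpressing CCDC137, PLC/PRF/5 control cells and PLC/PRF/5 cells with CCDC137 knocked down. Huh-7 and PLC/PRF/5 are human hepatocellular carcinoma lines. Groups were taken from the sample titles, which do not name the control construct of the PLC/PRF/5 cells. Per the study's methods, mRNA was selected with oligo(dT), the second cDNA strand was marked with dUTP, and libraries were sequenced in paired ends on an Illumina NovaSeq instrument. The knockdown used inactive Cas9 fused to a KRAB repressor. Oligo(dT) selection measures polyadenylated RNA, so that replication-dependent histone mRNAs are captured poorly.

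The submitters' processing notes name cutadapt, HISAT2 2.0.4 and StringTie 1.3.4d. The genome build, the annotation release, the use of strand in the quantification and the tool behind the p-values are not given in the sources used here. The deposited values were FPKM per gene and library, computed by the authors (fragments scaled to transcript length and to the mapped fragments of the library). A value of 0.0001 stood for 0 in the deposited tables, and was set to 0 before any logarithm and in the sums printed here. It was kept as listed in the offsets between overlapping genes. The authors' deposited tables also held, for each comparison, the ratio of the treated to the control FPKM as a fold, its log2, and a p-value and q-value. The deposited fold equalled the ratio of the FPKM columns within 1% for 100% of expressed genes. These p-values set 2 single libraries against each other and carry no replicate error. Among expressed genes with a p below 1, they ranked genes almost by the size of the log2 fold (Spearman rho = -0.982 and -0.995). The other 642 and 631 expressed genes had an authors' p of 1 and did not follow this ranking throughout. FAM47E-STBD1 on overexpression, from a listed zero to 25.2 FPKM, was among them. The column of the deposited tables that marks significant genes followed an unadjusted p below 0.05 and a fold of 2, with 220 genes on overexpression and 211 on knockdown. The methods of the study state an adjusted p below 0.05 and a fold of 2, which is the rule used for the counts here.

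Both tables listed the same 60612 Ensembl gene IDs with their symbols. FPKM summed to 283507 (Huh-7 empty vector), 276444 (Huh-7 overexpression), 284984 (PLC/PRF/5 control) and 289684 (PLC/PRF/5 knockdown), and the 10 most abundant genes held 25.8%, 25.2%, 25.0% and 25.7% of these sums. Read counts were not analysed here, so the depth of each library is unknown and no interval could be set on a value. The most common ratio between libraries among genes below 0.1 FPKM points to a relative depth of 0.865 for Huh-7 overexpression against empty vector and 1.16 for PLC/PRF/5 knockdown against control, from 3.85% of 2366 and 4.96% of 2399 such genes. This is an estimate only, and whole reads were not recovered. Low values rest on few fragments, and large folds between values near 1 FPKM are the least certain.

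Differences were computed as log2((FPKM + 1)/(FPKM + 1)), treated against control, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A gene counted as expressed in a comparison at an FPKM of 1 or more in either library, which gave 12255 genes for overexpression and 12300 for knockdown. The median log2 difference of these genes was 0.01 and -0.01, so no rescaling was applied in the main values. With 1 library per group no test between conditions was possible. The closing section counts called genes against a binomial interval, a Poisson bound and matched random sets, which take genes as units and describe these libraries only. Whether a gene list stood apart was described by the percentile of its median among 10000 random lists of the same size, drawn with replacement from genes in the same of 20 bins of mean log expression. The 29 gene lists, the planned tests and the rule for naming genes were fixed before the data were examined. Genes were named if they were CCDC137, DGCR8 or 1 of the 4 AKT-related mRNAs that the study verified as bound. Also named were the 10 largest differences in either direction among protein-coding or unclassified genes past the study's thresholds. The rule further took genes called in opposite directions and the 4 members of a list with the largest absolute difference. ISG15 on knockdown and other genes with values in the closing section were chosen after their values were seen, as were the partner genes of overlapping loci. The KRAB zinc finger list partly holds genes that the study had named from these samples.

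Overlaps of called genes were set beside the product of the list sizes over the number of genes expressed in both comparisons, and beside random sets matched on expression. Positions and overlaps were taken from GENCODE release 44 lifted to GRCh37, which may not be the annotation the authors used. It held 96.8% of the gene IDs in the tables and 98.9% of those expressed in any library. An overlap was any shared exon base on the same strand. Near-identical copies were searched with minimap2 2.31-r1302 by aligning the longest transcript of 13730 genes to all transcripts, and required at least 500 aligned bases at an identity of 0.95 or more to a gene that does not overlap it.

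The steps were tested on simulated data by the fold alone, without the authors' p-values. The data were the control libraries with independent random noise added to each gene (standard deviation 0.1 on the log2 scale). That noise is small beside the simulated changes, so their recovery was nearly fixed in advance. For overexpression, simulated on 11727 genes, 99% of genes changed 2.5-fold and 100% of those changed 4-fold were recovered at a fold of 2, and 3% of unchanged random lists fell outside the central 95%. For knockdown, simulated on 11868 genes, the shares were 100%, 100% and 6%. In the deposited data 2.15% and 2.30% of expressed genes differed at least 2-fold, pseudocount included, on overexpression and knockdown. Genes of the simulated lists varied independently, so the shares of lists outside do not apply to lists whose genes vary together. The alternatives tried were a pseudocount of 0.1, scaling to equal median ratios, rescaling each library to a common sum (TPM), other filters on low values, other thresholds on the authors' values, and leaving out genes that overlap another gene on the same strand. The last was added after seeing the data. With no replicate spread, a value was taken to have moved if it differed by over 1.5-fold, a correlation if it differed by over 0.1, and a count if it differed by over 1.5 times.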

Results

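The mRNA of 2 hepatocellular carcinoma cell lines was sequenced to ask whether the level of CCDC137, a nuclear RNA-binding protein, alters the mRNA levels of other genes, including those that act on the kinase AKT. Huh-7 cells carried an empty vector or overexpressed CCDC137. PLC/PRF/5 cells were control cells or had CCDC137 knocked down by a transcriptional repressor guided to the gene. There was 1 library per group, 4 in all, so no difference described here has a replicate check. Each library listed 60612 genes as FPKM, of which 11727 in Huh-7 empty vector, 11903 in Huh-7 overexpression, 11868 in PLC/PRF/5 control and 11896 in PLC/PRF/5 knockdown cells reached an FPKM of 1. The number of reads behind each library is unknown, and no counting error can be given. Differences are log2((FPKM + 1)/(FPKM + 1)), treated against control, which understates the difference of weakly expressed genes.

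CCDC137 itself followed the labels in both lines. Its FPKM was 11.9 in Huh-7 empty vector cells and 229.0 in overexpressing cells, a 19.2-fold difference in the authors' deposited table with an adjusted p of 4.39e-05. In PLC/PRF/5 cells it was 20.5 in control and 0.771 in knockdown cells, a ratio of 0.0377 in the authors' deposited table with an adjusted p of 6.78e-06. On the log2 scale the differences were 4.15 and -3.60. CCDC137 (ENSG00000185298) lies on chromosome 17, positions 79633767 to 79640934 of GRCh37, on the plus strand. OXLD1, a gene transcribed in the opposite direction from positions 79632066 to 79633665 just upstream, was lower in both treated libraries, at 2.85 against 1.67 FPKM on overexpression and 3.06 against 1.498 on knockdown.

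The 4 AKT-related mRNAs that the study verified as bound by CCDC137 differed little. They are part of a larger set of transcripts from its binding screen. The study itself reported no significant change in the levels of these mRNAs. It placed the effect of CCDC137 in their cytoplasmic localization and protein levels, which these libraries do not measure. FOXM1, a transcription factor of the G2/M phase, was at 34.1 FPKM in empty vector and 28.02 in overexpressing cells, and at 23.3 in control and 24.8 in knockdown cells. AIMP2 (also named JTV1), a scaffold protein of the aminoacyl-tRNA synthetase complex, was at 42.0 and 29.7 FPKM, and at 16.2 and 18.6. LASP1, an actin-binding protein, was at 33.1 and 28.8 FPKM, and at 54.8 and 55.1. FLOT2, a lipid raft protein, was at 56.6 and 56.2 FPKM, and at 29.1 and 32.2. All 4 were lower on overexpression and higher on knockdown, with list medians of -0.23 and 0.11 on the log2 scale, at percentiles 1.84 and 95.2 of random lists matched on expression. The adjusted p was 1 for all 4 in both comparisons of the authors' deposited table. The study found CCDC137 to interact with DGCR8, a microprocessor subunit. DGCR8 mRNA was at 4.94 and 4.97 FPKM in the Huh-7 libraries and at 2.26 and 2.25 in the PLC/PRF/5 libraries. Its adjusted p was also 1 in both comparisons of the authors' deposited table.

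**Figure D1:**
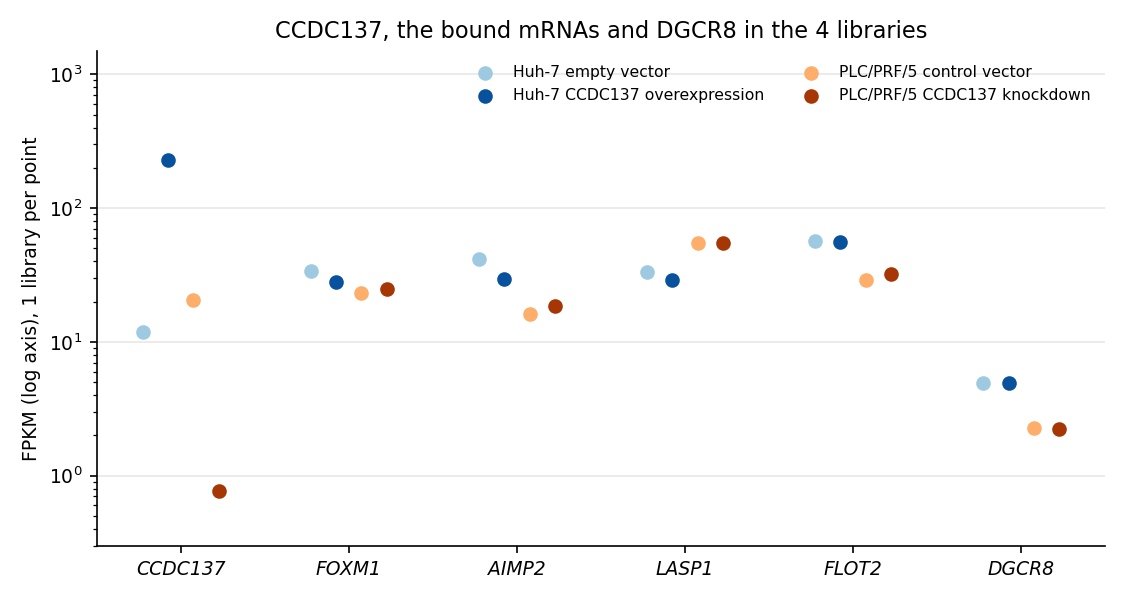
FPKM (log axis) of CCDC137, the 4 AKT-related mRNAs verified as bound and DGCR8, 1 point per library. CCDC137 spans 0.771 to 229.0 FPKM and separates both pairs of libraries, while in the other genes the points of each pair lie close together.

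On CCDC137 overexpression in Huh-7 cells, few genes passed the study's thresholds of an adjusted p below 0.05 and a fold of 2. The authors' deposited table held 17 such genes, 10 higher and 7 lower in overexpressing cells. Besides CCDC137, the higher genes with a function known from elsewhere were ADORA2A, an adenosine receptor (0.252 to 4.38 FPKM), CHAMP1, a zinc finger protein of kinetochore attachment (0.406 to 5.89), IER2, an immediate early gene (1.13 to 13.5), and the zinc finger genes ZNF445 (0.177 to 2.31) and ZNF791 (0.333 to 3.09). The clone-named loci AL662899 (0.379 to 27.9) and AC011448 (0.478 to 12.5) were also higher. Lower were DAG1, which encodes dystroglycan (33.3 to 3.13 FPKM), STBD1, a glycogen-binding protein (25.3 to 1.84), PID1, an adaptor of insulin signaling (22.1 to 3.10), TUBA1A, an alpha-tubulin (14.3 to 1.79), and the loci Z83844 (10.6 to 0.379) and AC108488 (5.63 to 0.304). The remaining 3 of the 17 were long noncoding RNAs. Exons of 10 of the 17 genes overlapped another gene on the same strand in the GRCh37 annotation. Reads of one such gene can be given to the other. Of 28 annotated genes past these thresholds in either comparison, 17 had such an overlap (60.7%). Among all 13704 annotated genes at 1 FPKM or more in any library the share was 16.8%, not matched on expression. For ADORA2A the overlapping SPECC1L-ADORA2A transcript went from 3.01 FPKM to a listed zero, and for AL662899 the overlapping CSNK2B went from 37.4 to 13.4. For STBD1 the overlapping FAM47E-STBD1 went from a listed zero to 25.2. For AC011448 the overlapping NDUFA13 went from 46.5 to 24.2 FPKM, and for Z83844 the overlapping PDXP went from 3.11 to 18.0. By contrast, C16orf72, which overlaps the noncoding AC087190, was at 3.26 and 3.04 and offset only 8.74% of its difference. TUBA1A has a near-identical copy elsewhere, and its value is likewise uncertain.

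Among the gene groups, lipid synthesis genes were higher on overexpression. Of 25 cholesterol biosynthesis genes, 22 were higher, with a median log2 difference of 0.21, above all 10000 random lists matched on expression. HMGCS1, the synthase that precedes the rate-limiting step, was at 71.5 FPKM in empty vector and 122.4 in overexpressing cells, IDI1 was at 19.04 and 32.3, and SC5D at 7.40 and 14.4, whereas INSIG1, which restrains the pathway, was at 20.4 and 14.8. Of 16 expressed fatty acid synthesis genes, 15 were higher (median 0.15, percentile 99.9), among them FADS1 (28.6 and 42.1 FPKM), GPAM (6.95 and 8.95) and ACSS2 (13.95 and 17.4). Genes of the ATF4 and unfolded protein response were slightly higher (18 of 30, median 0.06, percentile 98.9), with DDIT3, the stress factor CHOP, at 12.7 and 26.9 FPKM. The microprocessor and microRNA biogenesis list had 15 of 20 members higher (median 0.11, percentile 99.0), with LIN28B, a repressor of let-7 maturation, at 3.92 and 9.27 FPKM. Oncofetal genes had 11 of 16 higher (median 0.10, percentile 99.4), such as HMGA2 (2.14 and 8.36) and GPC3 (81.2 and 119.8) but not CD44 (10.7 and 4.58), and hepatocyte secreted proteins had 26 of 45 higher (median 0.04, percentile 99.6), with F7, coagulation factor VII, at 3.79 and 15.0 but APOA4 at 16.99 and 7.22.

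Inflammatory genes and the epithelial-mesenchymal transition list were lower on overexpression. All 21 expressed members of the NF-kB and inflammatory list were lower (median -0.33, below all 10000 random lists). BIRC3, an inhibitor of apoptosis induced by NF-kB, was at 6.33 FPKM in empty vector and 1.89 in overexpressing cells, SAA1 was at 6.96 and 4.39, and SOD2 at 9.53 and 6.54. The epithelial-mesenchymal transition list holds both mesenchymal and epithelial genes, so its median does not give a direction of transition. In this list 16 of 22 expressed members were lower (median -0.21, below all 10000 random lists). The lower members included CD44 (10.7 and 4.58 FPKM), SNAI1 (5.64 and 4.01) and LOXL2 (2.37 and 1.49), while ZEB1 was at 2.13 and 3.76. The metallothionein list, which also holds the zinc transporter SLC30A1, had 8 of 9 expressed members lower (median -0.29, percentile 0.04), such as MT2A (46.0 and 32.1) and MT1X (13.5 and 9.64). These 8 were all metallothioneins, and SLC30A1 was at 7.46 and 7.55. Genes next to CCDC137 were lower in 12 of 16 cases (median -0.16, percentile 0.08), whereas ARL16 was at 3.10 and 4.68.

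Proliferation and AKT genes did not stand apart as groups on overexpression. AKT pathway components had a median of 0.04 (percentile 74.8), although PDPK1, the kinase that phosphorylates AKT, was at 1.80 FPKM in empty vector and 7.00 in overexpressing cells. FOXO targets repressed by AKT had a median of 0.03 (percentile 67.4). FOXM1 and G2/M targets had a median of 0.03 (percentile 91.6), with MKI67 at 25.05 and 49.5 FPKM, AURKA at 20.4 and 38.3, and CDC25B at 36.8 and 23.3. DNA replication genes had a median of 0.01 (percentile 75.8), p53 targets 0.07 (percentile 89.3), and the oxidative stress list -0.05 (percentile 11.7), in which NFE2L2, the transcription factor NRF2, was at 15.0 and 55.6 FPKM and its target TXNRD1 at 63.5 and 40.5. Medians also lay inside the central 95% of random lists for mRNA export (0.04), ribosome biogenesis (-0.03), interferon-stimulated genes (-0.03), hypoxia and glycolysis (-0.04), hepatocyte metabolism (0.05), histones (0.01), mitochondrially encoded mRNAs (-0.05), cytosolic ribosomal proteins (-0.03), chromosome 19 KRAB zinc finger genes (0.13) and housekeeping genes (-0.08). Of the markers of other cell types, LUM was the only expressed fibroblast gene (28.7 and 22.8 FPKM), and 3 blood or endothelial genes were expressed (median 0.06).

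On CCDC137 knockdown in PLC/PRF/5 cells, the authors' deposited table held 16 genes past the same thresholds, 8 higher and 8 lower in knockdown cells. Among the higher genes were DAG1 (6.25 to 45.9 FPKM), ZSWIM9 (0.582 to 5.44), ZNF780B (0.173 to 1.46), FAM47E-STBD1 (0.567 to 7.88), and the loci AL662899 (1.99 to 30.1) and AC004922 (1.78 to 16.6). Besides CCDC137, the lower genes were TOMM6, a subunit of the mitochondrial outer membrane translocase (127.6 to 12.2 FPKM), RAB5B, an early endosome GTPase (16.2 to 2.25), CHAMP1 (10.02 to 1.20), TMEM178B (6.64 to 0.549), NOTCH2NLA (4.65 to 0.477), HNRNPUL2-BSCL2 (2.16 to 0.260) and the locus AP002990 (34.3 to 0.880). Of the 16 genes, 1 was a long noncoding RNA. Exons of 8 of the 16 genes overlapped another gene on the same strand, beside the share of 16.8% among all genes given above. NOTCH2NLA and AP002990 have near-identical copies elsewhere. At the AL662899 locus CSNK2B went from 50.7 to 20.9 FPKM, and at the FAM47E-STBD1 locus STBD1 went from 10.1 to 2.20.

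Cell cycle and interferon genes were higher on knockdown. Of 36 FOXM1 and G2/M targets, 30 were higher (median 0.11, above all 10000 random lists), such as CDC25B, a phosphatase of mitotic entry (9.32 FPKM in control and 15.7 in knockdown cells), CCNA2 (23.6 and 28.6) and TOP2A (40.7 and 49.9). Of 40 DNA replication genes, 33 were higher (median 0.07, percentile 99.9), with RRM2, a ribonucleotide reductase subunit, at 5.93 and 11.3. Interferon-stimulated genes were higher in 19 of 23 cases (median 0.16, percentile 99.97), such as PARP9 (1.60 and 2.28) and ISG15 (37.3 and 44.6), although IRF9 was at 3.85 and 2.45. Oncofetal genes were higher in 13 of 16 cases (median 0.11, percentile 99.7), with AFP at 90.8 and 139.1 FPKM but GPC3 at 28.1 and 18.4 and LIN28B at 22.7 and 11.1. Hepatocyte secreted proteins had 22 of 39 higher (median 0.06, percentile 99.6), whereas APOA2 was at 71.7 and 25.4 and F7 at 6.05 and 2.72. Mitochondrially encoded mRNAs were higher in 10 of 13 cases (median 0.10, percentile 99.7). The 3 expressed blood or endothelial genes were also higher (median 0.36, percentile 99.1), led by LYZ (128.7 and 206.3 FPKM).

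Oxidative stress, hypoxia and glycolysis, ATF4 and ribosomal protein genes were lower on knockdown. The oxidative stress list had 21 of 26 members lower (median -0.11, percentile 0.06), with FTH1, the ferritin heavy chain, at 431.7 FPKM in control and 289.5 in knockdown cells and GCLC at 13.9 and 10.1, while NQO1 was at 34.8 and 47.9. Hypoxia and glycolysis genes were lower in 24 of 31 cases (median -0.09, percentile 0.32), such as CA9 (21.8 and 16.2) and ALDOA (140.0 and 111.2), while ALDOC was at 9.48 and 12.1. Genes of the ATF4 and unfolded protein response were lower in 21 of 29 cases (median -0.09, percentile 0.30), such as ATF3 (5.24 and 3.59) and CHAC1 (60.5 and 50.6). Cytosolic ribosomal protein genes were lower in 53 of 77 cases (median -0.05, percentile 0.29), with RPL32 at 100.9 and 66.0 FPKM but RPS3A at 155.4 and 231.7.

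The remaining groups lay inside the central 95% of random lists on knockdown. AKT pathway components had a median of 0.01 (percentile 73.8) and FOXO targets repressed by AKT -0.04 (percentile 22.1), in which KLF6 was at 16.7 and 7.69 FPKM. The microprocessor list had a median of 0.05 (percentile 93.4). Cholesterol biosynthesis (-0.04), fatty acid synthesis (-0.07), NF-kB and inflammatory genes (-0.01) and the epithelial-mesenchymal transition list (-0.01) did not stand apart, although BIRC3 was at 12.01 and 20.1 FPKM. Nor did mRNA export (-0.03), ribosome biogenesis (-0.02), p53 targets (-0.06), the metallothionein list (-0.19, from MT2A and SLC30A1 alone), hepatocyte metabolism (0.01), histones (0.12), KRAB zinc finger genes (-0.0024), genes next to CCDC137 (0.04) or housekeeping genes (0.01). No fibroblast marker was expressed.

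**Figure D2:**
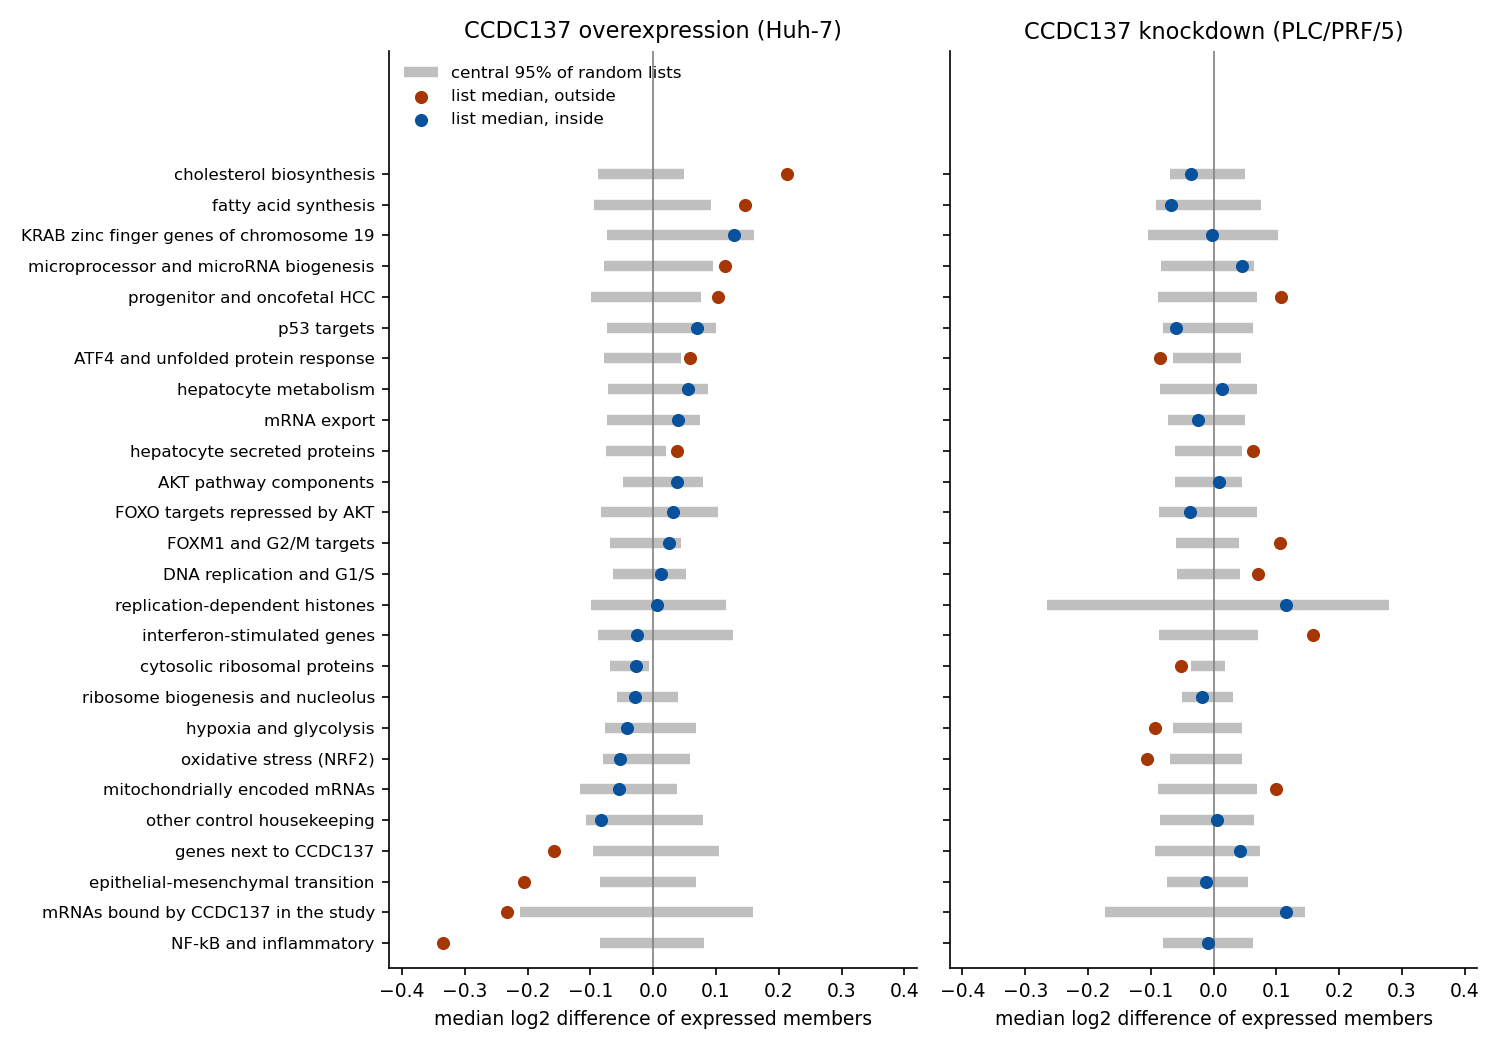
Median log2 difference of the expressed members of 26 gene lists (points) in the overexpression and knockdown comparisons, with the central 95% of 10000 random lists matched on expression (grey bars). The NF-kB list at -0.33 and the cholesterol list at 0.21 lie farthest from their bars on overexpression, and no list is that far from its bar on knockdown.

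No member of any list passed the study's thresholds in either comparison. Adjusted over the list alone, the authors' p-values passed 0.05 for 1 list member on overexpression and 4 on knockdown, all of them KRAB zinc finger genes (ZNF91, and ZFP30, ZNF570, ZNF257 and ZNF260), against 0 members adjusted over all genes tested in the authors' deposited table. Part of that list had been named by the study from these samples, so that it is not independent evidence. In all, 11 of 29 lists on overexpression and 11 of 28 on knockdown lay outside the central 95% of random lists, and for 1 library per group this describes the libraries rather than the conditions. The standing of 4 of them on overexpression (microprocessor, oncofetal, ATF4 and unfolded protein response, and genes next to CCDC137) and of 3 on knockdown (hepatocyte secreted, blood or endothelial, and ribosomal protein genes) ended under at least 1 alternative filter.

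The 2 comparisons were then set against each other, since a gene that follows CCDC137 would go in opposite directions. At the study's thresholds, CCDC137 and CHAMP1 were higher on overexpression and lower on knockdown, and DAG1 was lower on overexpression and higher on knockdown. AL662899 was higher in both. Among the 10698 genes expressed in both lines, 6 genes were higher and 4 lower on overexpression, and 6 were higher and 6 lower on knockdown. Independent lists of these sizes would share 0.00337 genes higher on overexpression and lower on knockdown and 0.00224 with the reverse pattern. They would also share 0.00337 genes higher in both, where AL662899 was found, and 0.00224 lower in both, where there were 0. CCDC137 is counted in these lists although it was altered by design in both lines. Its place in the overlap therefore says nothing about other genes, and only CHAMP1 and DAG1 remain in opposite directions. At an unadjusted p below 0.05 and a fold of 2, the authors' deposited table held 13 genes higher on overexpression and lower on knockdown and 7 with the reverse pattern, beside 9 genes higher in both and 10 lower in both. Across the 10698 genes the log2 differences of the 2 comparisons were uncorrelated (Pearson r = -0.0043, Spearman rho = 0.021), and genes are not independent replicates. Of the gene groups, only the ATF4 and unfolded protein response lay outside the random lists on opposite sides, while the oncofetal and hepatocyte secreted lists lay on the same side in both. None of these 3 held under every alternative: the ATF4 list on overexpression was at percentile 97.3 without overlapping genes, and among all genes above 0 the oncofetal list on overexpression had a median of 0.016 (percentile 78.2) and the hepatocyte secreted list on knockdown 0.0067 (percentile 70.5).

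**Figure D3:**
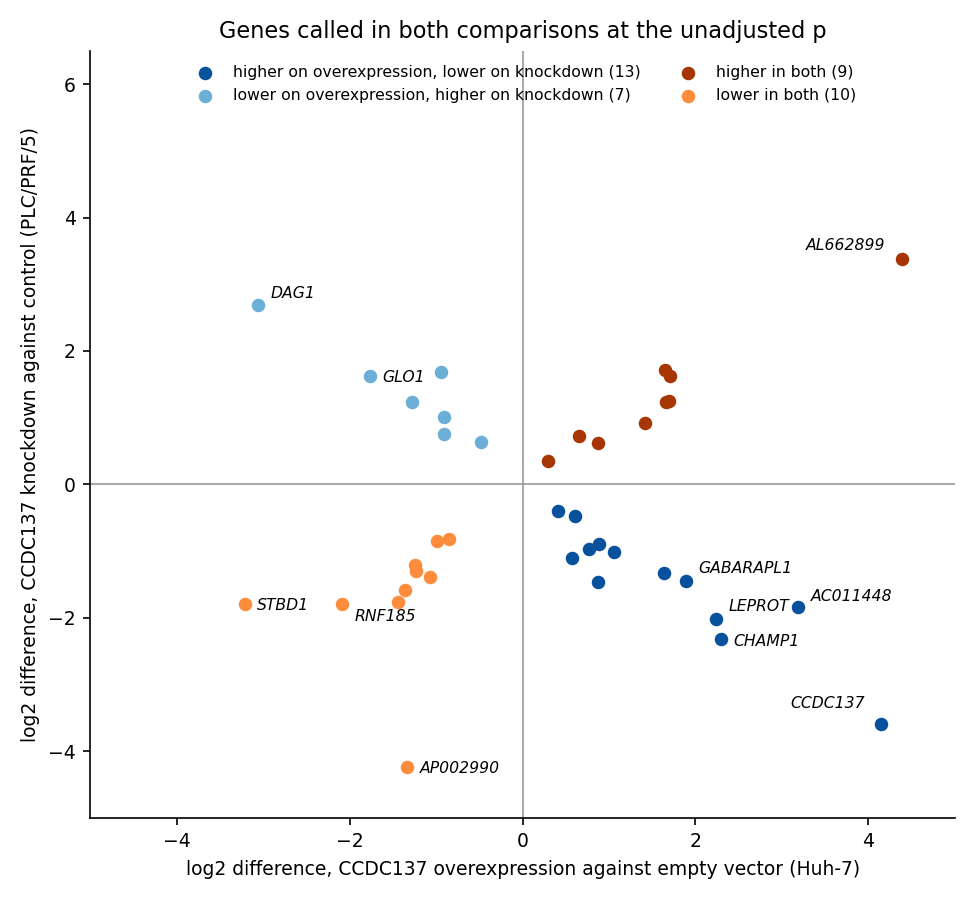
Log2 differences of the 39 genes called in both comparisons at the unadjusted p, overexpression on the horizontal and knockdown on the vertical axis. The 20 genes in opposite directions (blue) and the 19 in the same direction (orange) fill all 4 quadrants, with CCDC137 at the far lower right (4.15 and -3.60).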

Values the study reported

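The methods of the study state a false discovery rate below 0.05 and an absolute fold change of at least 2 for differentially expressed genes. The study reported 13 and 7 genes in the overlaps of its overexpression and knockdown lists. It described the overlap as very low, with no relation to AKT signaling.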

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

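Leaving out genes that overlap another gene on the same strand was chosen after seeing the data, and the other settings before. With no replicates the cause of a move was not tested, except where the setting itself removes genes. The log2 difference of CCDC137 on knockdown was -4.56 with a pseudocount of 0.1 and -4.31 in TPM, both farther from 0 than -3.60, since its knockdown level lies near the pseudocount. On overexpression it stayed between 4.14 and 4.27. At a fold of 2 and 1 FPKM in either library with no adjusted p, 324 genes were higher and 268 lower on overexpression, 285 higher and 291 lower on knockdown, and 29 and 20 went in opposite directions. At the unadjusted p of the authors' deposited table these counts were 119, 101, 103, 108, 13 and 7. At an adjusted p below 0.01, 4 genes were lower on overexpression, 2 higher and 4 lower on knockdown, and 1 and 0 went in opposite directions. With 1 FPKM required in both libraries, 2 genes were higher on overexpression, 3 higher and 3 lower on knockdown, and 0 were higher on overexpression and lower on knockdown, as CCDC137 and CHAMP1 each fall below 1 FPKM in a library. Without overlapping genes, 4 were higher and 3 lower on overexpression, and 4 higher and 4 lower on knockdown. The correlation between the comparisons stayed between -0.066 and 0.022. Of the 11 lists outside the central 95% of random lists in each comparison, 7 on overexpression and 8 on knockdown stayed outside under all 7 alternatives (the epithelial-mesenchymal transition median on overexpression was -0.08 at percentile 1.43 among all genes above 0), and 1 further list came to lie outside under 1 of them. Of 1155 recomputed values of named genes, 1102 moved by less than 1.5-fold. Values of genes with a library near or below 1 FPKM are the least certain, and the effect of depth on them was not measured.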

Other observations

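The tests of overlap, of copies and of direction given in these paragraphs were all chosen after the result was seen. Several genes outside the groups above had near mirror-image levels in the 2 lines, and were picked after their values were seen. GABARAPL1, an autophagy protein of the ATG8 family, was at 3.35 FPKM in Huh-7 empty vector, 15.1 in overexpressing, 13.2 in PLC/PRF/5 control and 4.19 in knockdown cells. LEPROT, an endosomal protein encoded at the leptin receptor locus, was at 2.43, 15.1, 14.7 and 2.86 in the same order, and ANKRD11, a chromatin regulator, at 3.88, 14.2, 10.7 and 3.68. ANKRD11 has a near-identical copy, so its level is less certain. LEPROT overlaps LEPR on the same strand. LEPR was at 0.536, 0.770, 0.916 and 1.38 FPKM and offset little of the LEPROT difference in FPKM. As FPKM is scaled to transcript length, this cannot set shared reads aside. GLO1, which detoxifies methylglyoxal, went the other way, at 76.7, 21.9, 24.3 and 76.9 FPKM, as did RNF114, a ubiquitin ligase, at 23.4, 9.07, 4.64 and 12.3.

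Other genes differed as much in the same direction in both lines. RNF185, a ubiquitin ligase of the endoplasmic reticulum, was at 24.7, 5.05, 14.7 and 3.51 FPKM in Huh-7 empty vector, overexpressing, PLC/PRF/5 control and knockdown cells, and RNF4, a SUMO-targeted ubiquitin ligase, at 15.1, 5.27, 14.4 and 4.13, although RNF4 has a near-identical copy. FOSL1, a subunit of AP-1, was at 6.22, 2.06, 14.03 and 5.12. BTBD3 was at 1.23, 6.28, 1.77 and 7.57, CXXC5 at 2.38, 9.72, 3.65 and 9.91, and ZNF672 at 1.24, 6.03, 1.85 and 8.38.

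The genes called in both comparisons at the unadjusted p were more than independent lists would share, but had no preferred direction. Among genes expressed in both lines and without CCDC137, 15 went in opposite directions where independent lists would share 1.07 and chance up to 3, which argues against chance overlap. Yet of the 38 genes called in both without CCDC137, 19 went in opposite directions, 50% with an exact 95% binomial interval of 33.4% to 66.6%. This is consistent with gene estimates that move between libraries with no regard to CCDC137, and a response to CCDC137 in some of these genes stays open, as do effects of clone or culture, since there was 1 library per group.

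Shared reads may account for part of the called genes. Of 353 genes called in either comparison at the unadjusted p, at 1 FPKM or more in any library and found in the annotation, 120 overlapped another gene on the same strand, 34.0% against 17.6% in random sets matched on expression, whose central 95% ended at 21.5%. At the AL662899 locus the sum with CSNK2B was 37.8 and 41.3 FPKM in the Huh-7 libraries and 52.6 and 51.0 in the PLC/PRF/5 libraries, and at the STBD1 locus the sum with FAM47E-STBD1 was 25.3 and 27.0, and 10.6 and 10.1, so that the fold of each gene came with an opposite difference of its partner. At the NME1-NME2 locus the offset was partial: NME1-NME2 was at 163.5 and 27.9 FPKM in the Huh-7 libraries, and NME2 at 94.1 and 145.6, which offset 37.9% of that difference, with NME1 at 52.9 and 51.8. Over all called genes with an overlap, an overlapping gene offset 50% to 200% of the difference for 16 of 59 genes on overexpression and 22 of 74 on knockdown, against means of 8.15 and 15.7 with partners shuffled, whose central 95% ended at 13 and 21. Where both genes of a pair were called, each was counted, as for STBD1 and FAM47E-STBD1 on knockdown. The knockdown count of 22 against 21 may rest on such pairs. Offsets are in FPKM, which is scaled to transcript length, so reads given to a longer gene return a smaller offset. Near-identical copies were found for 55 of 353 searched genes called, 15.6% against 8.92% in matched sets (central 95% up to 11.9%). Neither was found for 196 of the called genes, including CCDC137, CHAMP1 and DAG1, for which these explanations leave the difference open.

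The study's thresholds gave 2 genes higher on overexpression and lower on knockdown and 1 with the reverse pattern here. These counts are lower than those quoted from the study above. The unadjusted p of the authors' deposited table gave 13 and 7, and these were by name the genes that the study listed in its overlaps. The study's overlaps thus follow the unadjusted p and not the false discovery rate of its methods.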
